A study of Mus musculus with 35 samples.

How the data were processed

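Accessible chromatin was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in macrophages sorted from the peritoneal cavity of mice. The 35 samples belong to 2 experiments and 8 groups. Per the labels, tissue-resident macrophages were sorted as F4/80 high and CD206 negative and monocyte-derived macrophages as F4/80 intermediate and CD206 positive. Interleukin-4 was given as a complex of 5 µg of IL-4 with 25 µg of anti-IL-4 antibody (IL-4c), and injections were made on day 0 and day 2 with harvest on day 4. The monocyte-derived cells were recruited with thioglycollate. Libraries went through 14 to 16 cycles of PCR and were sequenced on an Illumina HiSeq instrument, per the labels' protocols. The labels state no aligner, peak caller, counting tool or test.

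The deposited files were 2 tables of counts, one per experiment, with a value for each peak of a union set in each sample. The values were whole numbers whose totals differed between samples, so they were treated as raw read counts per peak, not normalised. The table of the IL-4 experiment held 61713 peaks in 20 samples and that of the strain experiment held 40981 peaks in 15 samples. The lowest value in every sample was 1 and no value was 0. Values of 1 made up 20.9% to 50.1% of the peaks of a sample in the IL-4 experiment and 0.617% to 27.6% in the strain experiment. A value of 1 therefore cannot be told apart from no read, and folds against groups with counts of 3 or fewer in all samples are given as lower bounds, computed with 3 counts in each of those samples. Among values of 2 to 9, even values made up 57.5% to 79.6% in the samples of the IL-4 experiment. They made up 56.2% to 64.0% in the 4 samples of the strain experiment with the lowest totals and 49.0% to 51.9% in the others. Every per-sample column of both tables was used.

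Neither table names a genome build. In the strain experiment, 25.3% of the peaks lay within 500 bp of an end of a protein-coding gene of the GRCm38.p6 RefSeq gene table, against 2.98% after a shift of 20 kb, so its coordinates were read as GRCm38 and peaks were described with that table, which gives gene bodies but no exons or strand. In the IL-4 experiment the shares were 2.99% and 1.96%, and the last peak of chromosome 7 ended at 152479478, beyond the last gene of that chromosome at 145324059. Its coordinates belong to another, unnamed build. They are given as in the table (1-based), no gene names were attached to them, and peaks were not matched between the experiments.

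Each experiment was analysed within its own table. Peaks were kept with edgeR's filterByExpr for the group factor, which left 21531 peaks in the IL-4 experiment and 39979 in the strain experiment. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with all groups of an experiment in one fit and Benjamini-Hochberg adjustment over all peaks tested. A peak counted as different at an adjusted p under 0.05. In the IL-4 experiment, which the labels divide into 2 runs, the run was an additive term. The labels do not say whether a run was a new set of mice or a second sequencing. A rule set before the data were examined was to treat same-numbered samples of the 2 runs as one library if their median chi-square per degree of freedom, over peaks with at least 10 counts in the pair, fell under 1.2. It was 3.72 over 9 pairs, above this limit, so all samples were kept as separate replicates. Pairs of the same group with other numbers in the other run gave 4.00 (16 pairs). Pairs within a group and run gave 2.46 (16 pairs). The 3.72 includes the difference between runs and the 2.46 does not, so their contrast does not show separate libraries. Replicate numbers come from the sample titles. They were not used to pair samples, and the fit that pairs them is among the alternatives.

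The comparisons, the tests and most alternatives were fixed before the data were examined, as was the rule for the peaks named. For each of the 4 pairwise comparisons of the IL-4 experiment and each of the 2 strain comparisons, the named peaks were the pair with the largest rise and the pair with the largest fall in log2 fold change among peaks past the threshold in which every sample of one group lay above every sample of the other. In addition, the peaks in or within 10 kb of 9 genes (Arg1, Retnla, Chil3, Mrc1, Gata6, Ccr2, Aldh1a2, Ucp1 and Pdcd1lg2) were examined in the strain experiment, with p-values adjusted over all peaks and over the list alone. For each gene the peak with the highest mean count was printed. Values per group are TMM-normalised counts scaled to the library total (CPM) as mean ± SD.

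The fits were tested on simulated counts drawn from the samples' means and depths, with 200 peaks changed. With 39979 peaks in the strain experiment, edgeR recovered 0.5% of the changes of 1 log2 unit and 41% of those of 2 log2 units in the tissue-resident comparison between strains, and 3.53% of its calls in the latter were false. With 21531 peaks in the IL-4 experiment it recovered 0% and 62%, and 5.34% of the calls were false. DESeq2 1.42.0 recovered 36.5% and 60.5% of the changes of 2 log2 units, with 3.95% and 8.33% of calls false. At the depth, replicate number and dispersion of these data, few changes near 2-fold were therefore called. Which of these set the limit was not tested.

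Alternatives were DESeq2's size factors, total counts or loess offsets in place of TMM, no filter or at least 10 counts in every sample, DESeq2's Wald test, a replicate block, only the groups compared, leaving out each sample, no run term, each run alone and same-numbered samples of the runs summed. Alternatives chosen after the data were seen were values of 1 set to 0, all samples thinned to the lowest total of their table, and run effects specific to each group. No correction for GC content was made, because no genome sequence was used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.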

Results

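Chromatin accessibility was profiled in macrophages of the mouse peritoneal cavity of different origin. In the IL-4 experiment, C57BL/6 mice bred in-house gave tissue-resident macrophages after injections of saline (4 samples) or of IL-4c (5 samples), and thioglycollate-elicited, monocyte-derived macrophages without (6 samples) or with IL-4c (5 samples). In the strain experiment, purchased C57BL/6 and BALB/c mice all received IL-4c, and both lineages were sorted, with 4 samples in each group except tissue-resident BALB/c macrophages (3 samples). IL-4c is a complex of interleukin-4 with an antibody to it, and IL-4 activates macrophages toward what is called the alternative state. F4/80 and CD206 are surface proteins used to separate the lineages.

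Total counts over the peaks ranged from 252935 to 626501 per sample in the IL-4 experiment. The means were 463300 ± 144743 (SD, n = 4) in tissue-resident macrophages with saline, 475261 ± 135188 (n = 5) in those with IL-4c, 474540 ± 89098 (n = 6) in monocyte-derived macrophages and 387562 ± 135492 (n = 5) in monocyte-derived macrophages with IL-4c. In the strain experiment totals ranged from 182227 to 1573069. Depth was uneven there. Replicate 2 of the tissue-resident C57BL/6 group held 182227 counts and replicates 1 and 2 of the tissue-resident BALB/c group held 203055 and 183320, whereas every other sample held at least 354497. The 20 highest peaks held 3.31% to 11.4% of the counts of the 10 samples of run 1 and 0.747% to 1.36% of those of the 10 samples of run 2. The SD, SE and adjusted p given here come from the spread between replicate samples. For edgeR's SE and adjusted p, that spread was estimated with information shared across peaks. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic. Where every count of a group was 1, its SD comes from the scaling to library totals alone. Floors of 3 counts, and the lower bounds computed from them, cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

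**Figure D1:**
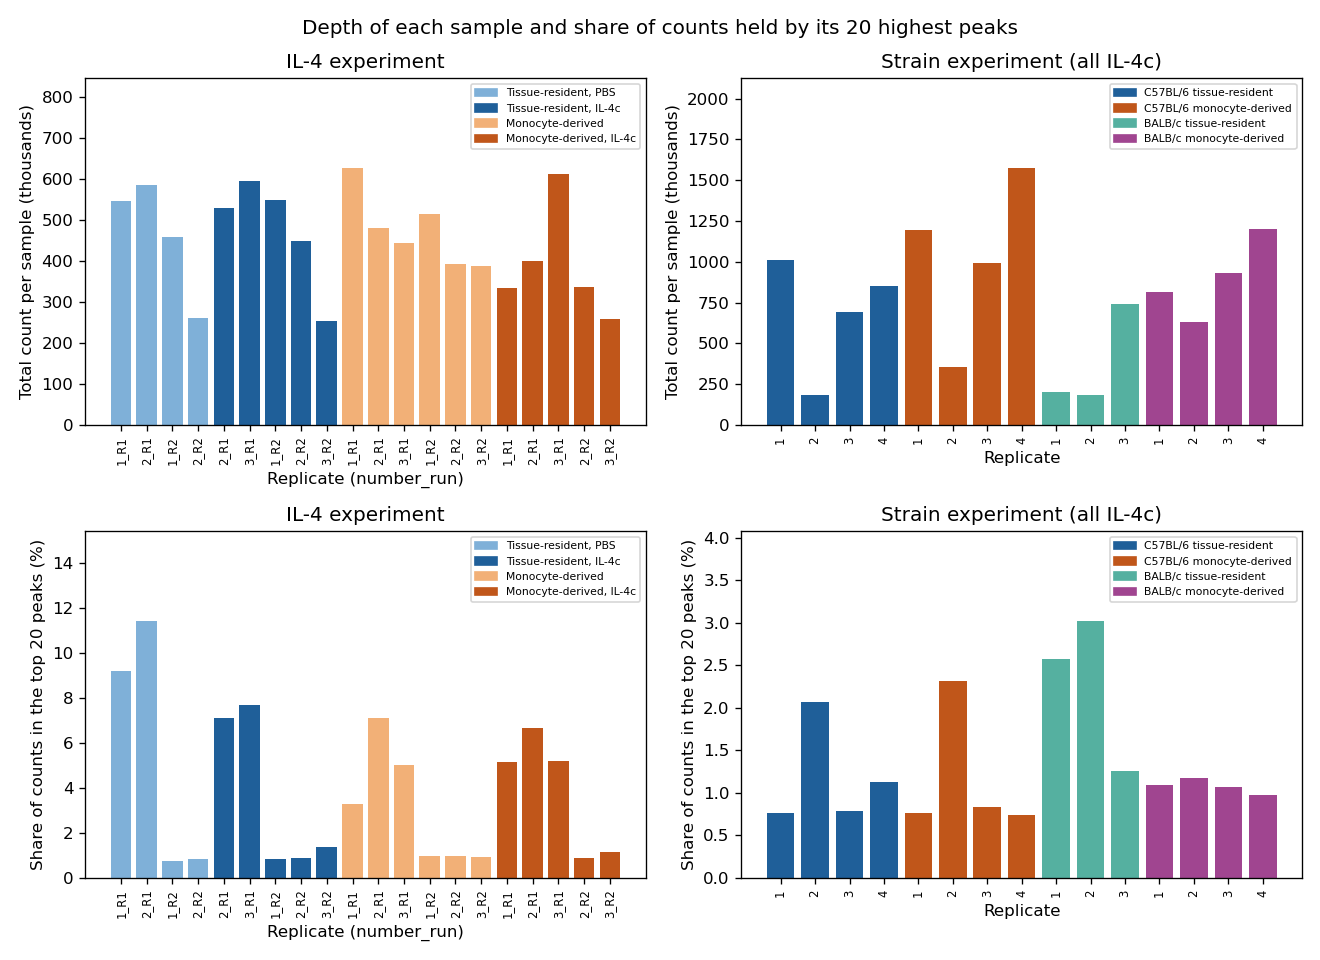
Bars give the total count of each sample (upper panels) and the percentage of its counts in its 20 highest peaks (lower panels), coloured by group, in the IL-4 experiment (left) and the strain experiment (right). The share in the 20 highest peaks lay between 3.31% and 11.4% in run 1 and between 0.747% and 1.36% in run 2.

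Principal components of log2 CPM separated the samples by lineage first. In the IL-4 experiment the first component held 27.7% of the variance and the second 10.8%. All samples with IL-4c had lower second-component scores than the samples of the same lineage without it. In the strain experiment the components held 20.6% and 14.4% of the variance, with lineage along the first and strain along the second. Dispersion across peaks corresponded to a biological coefficient of variation of 0.379 in the IL-4 experiment and 0.302 in the strain experiment. Between the runs, 138 of 21531 peaks differed, 30 with higher and 108 with lower counts in run 2.

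**Figure D2:**
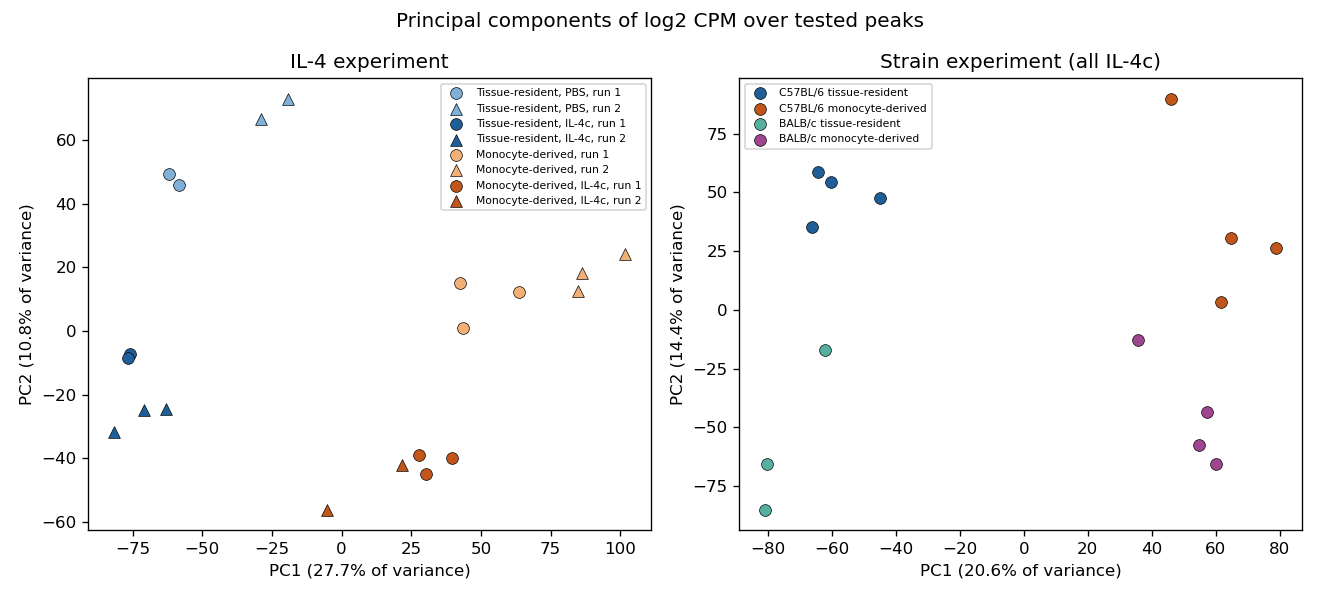
Each point is a sample, placed by its scores on the first (horizontal) and second (vertical) principal component of log2 CPM over the tested peaks, coloured by group, with circles and triangles for run 1 and run 2 of the IL-4 experiment (left). The first components held 27.7% and 20.6% of the variance and parted the lineages in both experiments.

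The first question was how IL-4 changes accessibility in each lineage. In tissue-resident macrophages, 967 of 21531 peaks differed between IL-4c and saline (edgeR quasi-likelihood test, adjusted p under 0.05), 583 higher and 384 lower with IL-4c. Nearly all changed at least 2-fold (582 and 383). In monocyte-derived macrophages 1003 peaks differed, 624 higher and 379 lower. Per the labels, their controls received thioglycollate alone and no saline in place of IL-4c, so this effect, and its contrast with the tissue-resident one, includes the injections. The filter moved these counts most, along with the number of peaks tested: without it the numbers were 2711 and 2373 of 61713 peaks, and with at least 10 counts required in every sample they were 19 and 43 of 1042. With values of 1 set to 0 they were 387 and 314. Run 1 alone gave 379 peaks in tissue-resident macrophages and run 2 alone gave 183. The excess of rises there (60.3% of calls) was not kept under all settings: 45.9% of calls were higher without a filter, 50.4% in run 1 alone and 50.8% in run 2 alone.

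The largest rises in tissue-resident macrophages were at peak pk34775 (chromosome 2, 179769485 to 179769684), from 4.48 ± 1.76 CPM (n = 4) to 72.9 ± 24.9 CPM (n = 5), at least 6.48-fold higher with an adjusted p of 0.000158 in edgeR, and at pk33809 (chromosome 2, 148589883 to 148590082), from 6.68 ± 5.52 CPM to 130 ± 45.9 CPM, a log2 fold change of 4.05 (SE 0.48, edgeR adjusted p 4.40e-08). The largest falls were at pk40652 (chromosome 4, 94715355 to 94715554), from 77.7 ± 52.5 CPM to 6.22 ± 4.13 CPM with a log2 fold change of -3.43 (SE 0.60, edgeR adjusted p 0.000257), and at pk44101 (chromosome 5, 86500663 to 86500862), from 35.8 ± 7.49 CPM to 3.58 ± 1.76 CPM, at least 3.33-fold lower (edgeR adjusted p 0.000919). In edgeR, pk40652 did not pass the threshold in run 1 alone (adjusted p 0.131) and pk44101 did not in run 2 alone (0.0908).

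In monocyte-derived macrophages the largest rises with IL-4c were at pk28164 (chromosome 18, 70724008 to 70724207), from 3.96 ± 1.79 CPM (n = 6) to 61.1 ± 23.1 CPM (n = 5), at least 6.91-fold higher (edgeR adjusted p 1.08e-05), and at pk53151 (chromosome 7, 146545922 to 146546121), from 3.29 ± 0.541 CPM to 41.9 ± 8.87 CPM, at least 4.74-fold higher (edgeR adjusted p 3.97e-05). The largest falls were at pk47354 (chromosome 6, 56984716 to 56984915), from 84.5 ± 19.8 CPM to 8.86 ± 7.66 CPM with a log2 fold change of -3.03 (SE 0.49, edgeR adjusted p 7.53e-05), and at pk16739 (chromosome 13, 109106050 to 109106249), from 51.3 ± 18.5 CPM to 6.84 ± 1.60 CPM, at least 4.21-fold lower (edgeR adjusted p 0.000775), although not past the threshold in run 2 alone (adjusted p 0.0639).

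Whether both lineages changed alike was examined across peaks. Of the peaks that differed with IL-4c, 154 did so in both lineages, where 45.05 were expected from independent sets of these sizes, and 147 of them changed in the same direction. Across all 21531 peaks the log2 fold changes of the lineages had a Pearson r of 0.385 and a Spearman rho of 0.376. Peaks are not independent replicates, so no p-value is attached. Within run 1 and run 2 alone r was 0.254 and 0.310, and with the lineages taken from different runs it was 0.186 and 0.247. A direct test of the difference between the IL-4c effects found 37 peaks past the threshold, 21 with a more positive and 16 with a more negative effect in monocyte-derived macrophages. It found 75 peaks in run 1 alone and 0 in run 2 alone, where 2262 peaks had an unadjusted p under 0.05. The 4 peaks with the largest difference carried counts of 12 to 97 in 4 samples of run 1 and of 5 or fewer in the other 16 samples.

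**Figure D3:**
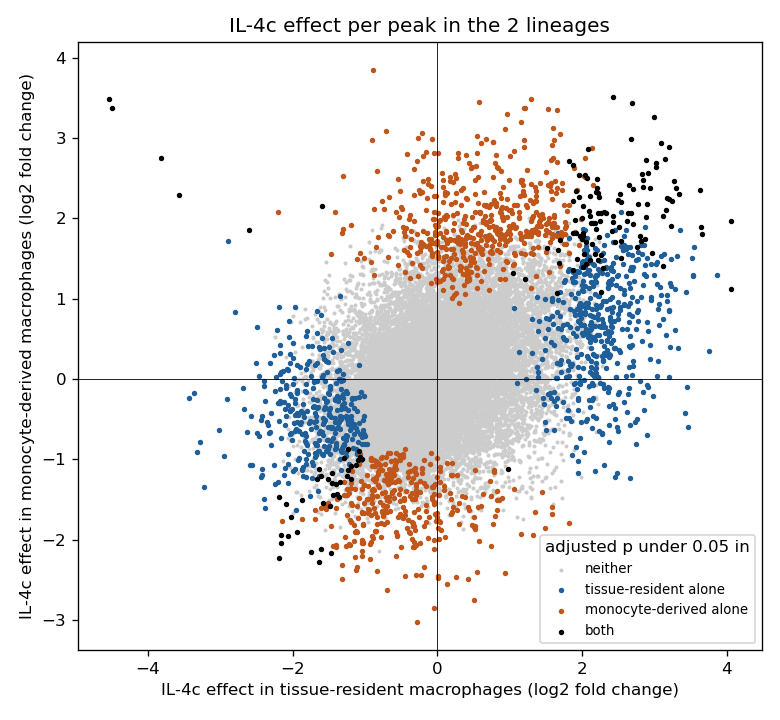
Each point is one of 21531 peaks, with its log2 fold change with IL-4c in tissue-resident macrophages on the horizontal axis and in monocyte-derived macrophages on the vertical axis, coloured by the lineage in which its adjusted p was under 0.05. The effects had an r of 0.385, and 147 of the 154 peaks that differed in both lineages lay in the quadrants of equal direction.

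The second question was how the lineages differ. Without IL-4c, 4945 peaks differed between monocyte-derived and tissue-resident macrophages, 2166 higher and 2779 lower in monocyte-derived cells. With IL-4c, 3668 peaks differed, 1771 higher and 1897 lower. Lineage and injection were not separated by this design, since thioglycollate was given to the mice of the monocyte-derived groups alone. Both comparisons shared 2177 peaks (842 expected from independent sets), of which 2165 had the same direction, and the log2 differences had an r of 0.652 and a rho of 0.604 across peaks. The direction depended on scaling: with total counts in place of TMM, 58.4% of the calls without IL-4c were higher, against 43.8% with TMM. With IL-4c 48.3% were higher, against 57.5% without a filter and 76.4% in run 2 alone.

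Without IL-4c the largest excess in monocyte-derived cells was at pk51740 (chromosome 7, 99590234 to 99590433), with 173 ± 46.5 CPM (n = 6) against 5.24 ± 1.58 CPM (n = 4), at least 15.4-fold (edgeR adjusted p 6.97e-12). It was also the largest with IL-4c, with 136 ± 54.4 CPM (n = 5) against 4.62 ± 1.58 CPM (n = 5), at least 12.7-fold (edgeR adjusted p 2.05e-11). Next came pk40491 without IL-4c (chromosome 4, 87859827 to 87860026, at least 10.7-fold higher) and pk3057 with it (chromosome 1, 146698080 to 146698279, at least 9.60-fold higher). On the side of tissue-resident macrophages, pk29307 (chromosome 19, 25746725 to 25746924) held 144 ± 67.5 CPM against 5.70 ± 4.37 CPM without IL-4c, a log2 difference of -4.65 (SE 0.47, edgeR adjusted p 8.56e-12), and pk22545 (chromosome 16, 30065209 to 30065408) was at least 9.89-fold lower in monocyte-derived cells. With IL-4c, pk45523 (chromosome 5, 135602103 to 135602302) and pk19517 (chromosome 14, 121246362 to 121246561) were at least 12.1-fold and 6.05-fold lower there, and pk19517 did not pass the threshold in run 2 alone (edgeR adjusted p 0.0568).

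The strain experiment asked whether macrophages activated by IL-4 differ between C57BL/6 and BALB/c mice. In tissue-resident macrophages 603 of 39979 peaks differed, 460 higher and 143 lower in BALB/c. In monocyte-derived macrophages 1981 differed, 911 higher and 1070 lower in BALB/c. With every sample thinned to the lowest total the numbers were 86 and 40 of 6157 peaks tested. The excess of higher calls in tissue-resident macrophages (76.3% of calls) was 52.4% of 231 calls with values of 1 set to 0. The share of higher calls in monocyte-derived macrophages was 46.0% with TMM and 58.0% with loess offsets. Both lineages shared 231 strain-dependent peaks (29.9 expected from independent sets), 229 with the same direction. Across all 39979 peaks the log2 strain differences of the lineages agreed less, with an r of 0.268 and a rho of 0.157. A direct test of whether the strain difference depended on lineage found 19 peaks.

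The largest rises in tissue-resident BALB/c macrophages were a pair of peaks on chromosome 1 (GRCm38). The peak from 24613017 to 24613216, 317 bp from the pseudogene Gm10222, held 1645 ± 1112 CPM (n = 3) against 47.1 ± 25.4 CPM (n = 4), a log2 difference of 5.22 (SE 0.46, edgeR adjusted p 7.25e-13). The peak from 24612645 to 24612844, over Gm10222, held 1327 ± 1241 CPM against 62.9 ± 57.8 CPM, a log2 difference of 4.64 (SE 0.55, edgeR adjusted p 2.64e-08). Reads at a pseudogene can come from its copies, so these values are uncertain. The signal was also uneven within the BALB/c group. At the first peak the shallow replicates 1 and 2 held 2845 and 1443 CPM, against 648 in replicate 3. At the second they held 2630 and 1192 CPM, against 159. Replicate 3 still lay above every C57BL/6 sample, but the size of both differences rested in part on the shallow samples. The largest falls were on chromosome 8 from 124265930 to 124266129 within the gene body of Galnt2, where tissue-resident C57BL/6 macrophages held 106 ± 10.2 CPM and BALB/c 4.59 ± 1.65 CPM (at least 8.50-fold lower, edgeR adjusted p 5.90e-08), and on chromosome 15 from 19857455 to 19857654, 101 kb from the nearest annotated gene (at least 6.09-fold lower).

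That chromosome 15 peak also had the largest fall in monocyte-derived macrophages, from 65.5 ± 29.8 CPM in C57BL/6 to 1.19 ± 0.328 CPM in BALB/c (n = 4 each), at least 18.3-fold lower (edgeR adjusted p 3.01e-12). Its count was 1 in all BALB/c samples of both lineages. The other fall was on chromosome 2 from 117977148 to 117977347, within the long non-coding RNA gene Gm13986 (at least 14.4-fold lower). The largest rises in BALB/c were on chromosome 3 from 123797117 to 123797316, 35.2 kb from the nearest annotated gene (at least 15.6-fold higher), and on chromosome 13 from 17018028 to 17018227, within the gene body of Sugct (77.5 ± 20.3 CPM in BALB/c against 1.92 ± 0.682 CPM in C57BL/6, at least 19.7-fold higher, edgeR adjusted p 1.83e-12).

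The lineage difference under IL-4c was larger in number in C57BL/6 mice, with 4850 peaks (2194 higher and 2656 lower in monocyte-derived cells), than in BALB/c mice, with 1862 (401 higher and 1461 lower). The tissue-resident BALB/c group had 3 samples, of which the pair named above were shallow. With every sample thinned to the lowest total the order reversed, with 174 peaks in C57BL/6 and 333 in BALB/c, as it did with at least 10 counts required in every sample (11 and 71). Both strains shared 926 peaks (226 expected from independent sets), 922 with the same direction. Across all 39979 peaks their log2 lineage differences had an r of 0.482 and a rho of 0.390. With values of 1 set to 0 the counts were 2410 and 930, and the share of higher calls in BALB/c was 43.0%, against 21.5% with values as deposited.

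**Figure D4:**
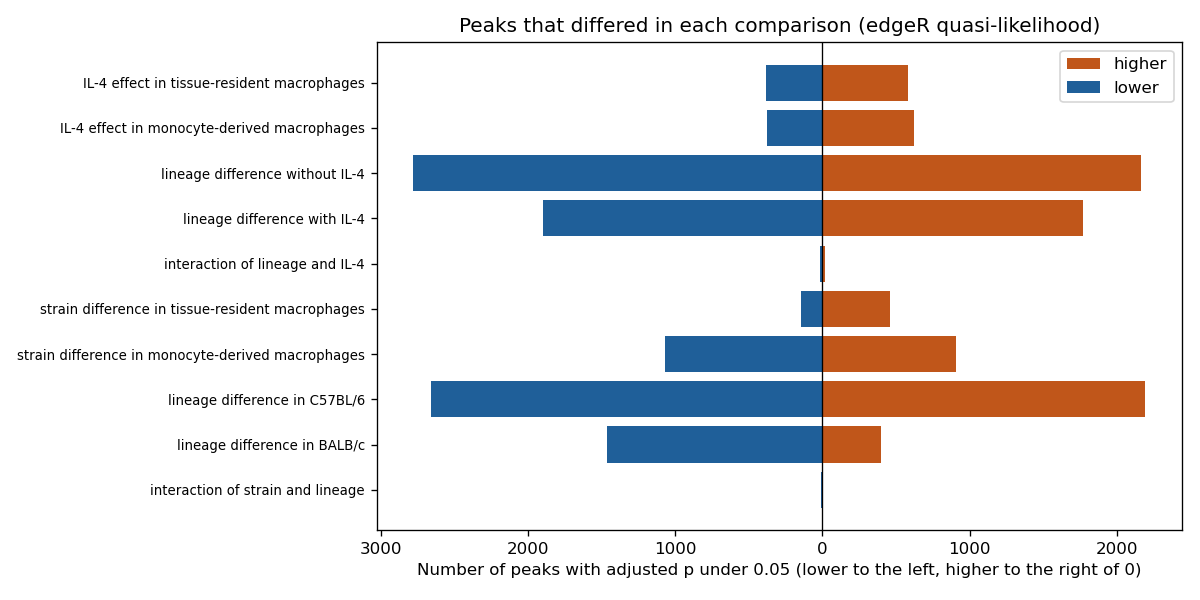
Bars give the number of peaks with an edgeR adjusted p under 0.05 in each comparison, with lower peaks to the left of 0 and higher peaks to the right. Lineage comparisons gave 1862 to 4945 peaks, strain and IL-4c comparisons 603 to 1981, and the interactions 37 and 19.

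At the 9 genes of the fixed list, 30 peaks were tested in the strain experiment. In monocyte-derived macrophages 5 of them differed between strains when adjusted over all peaks and 13 when adjusted over the list. In tissue-resident macrophages the number was 0 under both adjustments, with 8 peaks at an unadjusted p under 0.05. Between lineages, 8 peaks differed in C57BL/6 over all peaks (9 over the list) and 4 in BALB/c (7 over the list). For the lineage and strain interaction the number was 0 under both, with 3 peaks at an unadjusted p under 0.05.

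The highest peak at Chil3 (chromosome 3, 106145287 to 106145625), which lay outside the gene body, was lower in monocyte-derived macrophages of BALB/c (5.35 ± 4.25 CPM, n = 4) than of C57BL/6 (33.7 ± 18.7 CPM, n = 4), with a log2 difference of -2.85 (SE 0.48, edgeR adjusted p 2.14e-05). The highest peak at Retnla (chromosome 16, 48842415 to 48842707), at an end of the gene, had a log2 difference of -1.61 (SE 0.46, edgeR adjusted p 0.0231), from 28.0 ± 7.25 CPM in C57BL/6 to 9.78 ± 9.51 CPM in BALB/c. Its adjusted p was 0.0853 with DESeq2, 0.0905 in edgeR with values of 1 set to 0, and 0.0691 to 0.151 in 5 edgeR fits that each left out one sample. Arg1's highest peak (chromosome 10, 24930275 to 24930474) fell from 78.4 ± 20.7 CPM to 41.8 ± 3.61 CPM, a log2 difference of -0.93 (SE 0.30, edgeR adjusted p 0.0553 over all peaks and 0.0124 over the list). It passed the threshold with DESeq2 (adjusted p 0.0497), and in edgeR with total counts (0.0391), loess offsets (0.00837), the compared groups alone (0.0315) and without replicate 2 of monocyte-derived C57BL/6 macrophages (0.0210). Mrc1, which encodes CD206, had a log2 difference of -0.28 (SE 0.40, edgeR adjusted p 0.794) at its highest peak (chromosome 2, 14249961 to 14250160). The others of the 5 peaks were chosen after their values were seen. A neighbouring Chil3 peak (chromosome 3, 106145639 to 106145838) had a log2 difference of -2.74 (edgeR adjusted p 6.67e-05) and another at Arg1 (chromosome 10, 24913708 to 24914045) one of -1.62 (edgeR adjusted p 0.0149). A peak outside the gene body of Mrc1 (chromosome 2, 14340440 to 14340639) was higher in BALB/c, with a log2 difference of 2.10 (SE 0.56, edgeR adjusted p 0.0133).

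Between lineages in C57BL/6, the highest peak at Gata6 (chromosome 18, 11052440 to 11052741, at an end of the gene) held 50.5 ± 13.8 CPM in tissue-resident and 7.04 ± 5.11 CPM in monocyte-derived macrophages, a log2 difference of -2.999 (SE 0.46, edgeR adjusted p 3.18e-06). In BALB/c the difference at this peak was -0.79 (SE 0.51, edgeR adjusted p 0.427), and the test of the difference between strains gave an adjusted p of 0.191. Another peak in the gene body (chromosome 18, 11053117 to 11053316), chosen after its values were seen, was lower in monocyte-derived macrophages of both strains, with log2 differences of -3.58 (edgeR adjusted p 2.73e-06) in C57BL/6 and -2.54 (SE 0.58, edgeR adjusted p 0.00293) in BALB/c. The highest peak at Ucp1 (chromosome 8, 83291975 to 83292174, in the gene body) was lower in monocyte-derived macrophages of both strains, with log2 differences of -3.59 (SE 0.51, edgeR adjusted p 4.27e-07) in C57BL/6 and -2.01 (SE 0.51, edgeR adjusted p 0.00812) in BALB/c. The BALB/c value lost the threshold with values of 1 set to 0 (edgeR adjusted p 0.0840) and without replicate 2 of the tissue-resident group (0.0563). The other Ucp1 peaks (83287503 to 83287948 and 83291259 to 83291458) were chosen after their values were seen. Their log2 lineage differences were -3.38 and -4.39 in C57BL/6 (edgeR adjusted p 2.25e-07 and 0.000201). In BALB/c they were -2.55 and -4.91 (edgeR adjusted p 0.00252 and 8.53e-05). Between strains in monocyte-derived macrophages the highest Ucp1 peak had a log2 difference of 1.57 (SE 0.55), higher in BALB/c. Its edgeR adjusted p was 0.0874 over all peaks and 0.0194 over the list. It passed over all peaks with the replicate block (0.0485), without replicate 4 of C57BL/6 (0.00791) and without replicate 1 of BALB/c (0.0409). Without replicate 4 of C57BL/6 the log2 difference was 3.11. That sample held 14 counts, against 1 in each of the other C57BL/6 samples, so the size of the difference depended on it. At the other Ucp1 peaks the strain differences were -0.07 and 0.58 (edgeR adjusted p 0.972 and 0.868). The highest peak at Ccr2 (chromosome 9, 124112641 to 124112840) had log2 differences of -1.16 (SE 0.46, edgeR adjusted p 0.0921 over all peaks and 0.0485 over the list) in C57BL/6 and -1.41 (SE 0.56, 0.143 and 0.0533) in BALB/c. A peak in the gene body of Mrc1 (chromosome 2, 14231528 to 14231727), chosen after its values were seen, was higher in monocyte-derived macrophages, by 1.82 log2 units (SE 0.49, edgeR adjusted p 0.00691) in C57BL/6 and 2.03 (SE 0.75, 0.110 over all peaks and 0.0394 over the list) in BALB/c. The lineages were sorted on CD206, which Mrc1 encodes, so a difference in this direction at Mrc1 may follow from the sort. Highest peaks at Aldh1a2 (chromosome 9, 71213740 to 71213939) and Pdcd1lg2 (chromosome 19, 29462522 to 29462721) passed the threshold in none of these comparisons.

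**Figure D5:**
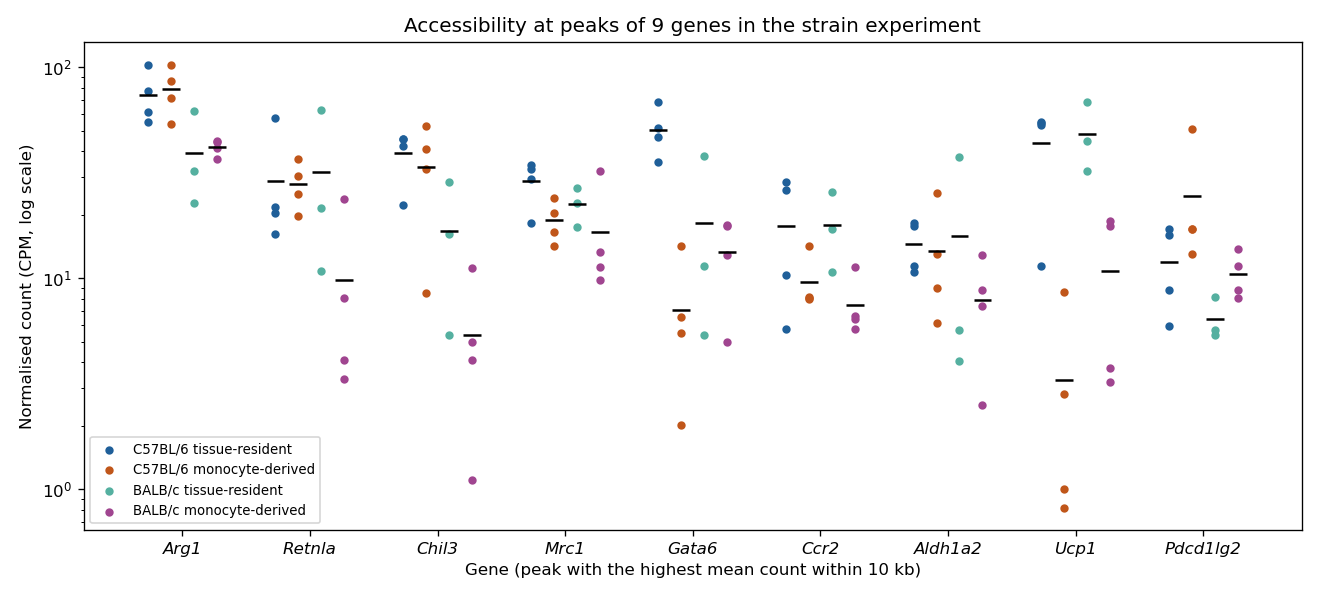
Points give the CPM (log scale) of each sample at the peak with the highest mean count in or within 10 kb of each of 9 genes in the strain experiment, coloured by group, with the group mean as a line. At Gata6 and Ucp1 the tissue-resident C57BL/6 samples averaged 50.5 and 43.5 CPM and the monocyte-derived ones 7.04 and 3.30 CPM.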

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

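The tests of runs, of values of 1 and of sets of samples described here were chosen or altered after the results they bear on were seen, unlike the splits and the test of counting error with both mates counted.

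The IL-4c effect differed between lineages at 37 peaks in a direct test. Of 40 joint splits of both lineages drawn from 512, 4 gave as many, the real one included. The 3 others exchanged the IL-4c label of most tissue-resident samples and of few monocyte-derived ones, which turns an effect shared by the lineages into a difference. The highest gave 1851 peaks, and among the splits below the real one the highest gave 6. Not all unequal splits gave many peaks. Those that exchanged 1 tissue-resident and 4 monocyte-derived samples gave 0, and those that exchanged 3 and 1 gave 0 and 2. The larger numbers may carry the shared effect, so these splits do not decide whether 37 exceeds what chance gives. With values of 1 set to 0, 18 of the 37 peaks stayed past the threshold. This setting can itself enlarge differences against groups at the floor. It therefore does not decide whether values at the floor account for the 37. The monocyte-derived controls received no saline injections, so the difference cannot be told apart from an effect of the injections.

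The 4 peaks with the largest differences, singled out after their values were seen, had IL-4c effects past the threshold in both lineages and in opposite directions. They were pk25097 (chromosome 17, 36621651 to 36621850), pk44694 (chromosome 5, 105356982 to 105357181), pk56845 (chromosome 9, 13422683 to 13422882) and pk61019 (chromosome X, 121307312 to 121307511), with log2 differences of 8.03, 7.88, 6.57 and 5.86 and edgeR adjusted p-values from 9.32e-07 to 0.00111. Both tissue-resident saline samples of run 1 and samples 2 and 3 of the monocyte-derived IL-4c group of run 1 carried counts of 12 to 97. The highest count was 5 in run 2 and 2 in the other 6 samples of run 1, so that the signal followed these 4 libraries and a difference between the runs as a whole does not account for it. Over the other peaks of the table, these 4 left out, 7 had their lowest count in these 4 samples more than 3 times above every other sample, against at most 1 for each of the other 209 sets of 4 samples of run 1. A signal shared by this set of libraries, which crosses lineage and treatment, is a candidate explanation of the opposite IL-4c effects at these 4 peaks. Its source was not tested.

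At 3 peaks named for another comparison the IL-4c effect also differed between lineages. At pk33809 the effect was 2.94 log2 units smaller in monocyte-derived macrophages (log2 difference -2.94, edgeR adjusted p 0.00774), where the mean was already 82.1 CPM without IL-4c, against 6.68 CPM in tissue-resident cells. At pk28164 the log2 difference was 4.73 (edgeR adjusted p 0.0124), with 61.1 CPM in monocyte-derived cells with IL-4c and means of 3.96 to 7.39 CPM in the other groups. At pk22545 it was 3.41 (edgeR adjusted p 0.0338), from counts of 1 to 2 without IL-4c to counts of 1 to 10 with it in monocyte-derived cells. With values of 1 set to 0 the log2 differences were -3.64, 6.37 and 4.83, with edgeR adjusted p-values of 0.00859, 0.155 and 0.0258. At pk28164 the difference no longer passed the threshold. The low groups held mostly counts of 1, so this setting enlarges the differences by construction. It therefore does not decide whether values of 1 account for their size. GC content and reads from other cell types were not tested, and these differences cannot be told apart from those explanations.

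The strain difference depended on lineage at 19 peaks. Of 40 joint splits drawn from 64, 5 gave as many, the real one included. The 4 others gave 1137, 541, 186 and 111 peaks, and each exchanged the strain labels of more tissue-resident than monocyte-derived samples, which turns a strain effect shared by the lineages into a difference. With values of 1 set to 0, 6 of the 19 peaks stayed past the threshold. None of the remaining drawn splits reached 19, although some of them also exchanged more tissue-resident than monocyte-derived samples. As above, these splits do not decide whether 19 exceeds what chance gives.

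Single samples stood apart from the rest of their group 13 times in 85 combinations of a measure and a group of 4 to 6 samples, where chance gives 4.25. Replicate 2 of monocyte-derived C57BL/6 macrophages had 2.32% of its counts in its 20 highest peaks, against 0.740% to 0.8292% in the others, and it had the lowest total of its group. It also stood apart at Pdcd1lg2 (50.9 CPM) and Ccr2 (14.1 CPM). Replicate 2 of tissue-resident C57BL/6 macrophages, the shallowest sample, stood apart at Retnla (57.1 CPM) and Ucp1 (11.4 CPM). The remaining cases in the strain experiment were Chil3 in tissue-resident C57BL/6 replicate 3 (22.2 CPM), and Mrc1 in replicate 2 (32.1 CPM) and Ccr2 in replicate 1 (11.2 CPM) of monocyte-derived BALB/c macrophages. In the IL-4 experiment they were pk16739 (88.0 CPM), pk40491 (6.15 CPM), pk44101 (6.69 CPM), pk47354 (22.2 CPM) and pk51740 (2.88 CPM), each in one sample. The count was 1 in every tissue-resident saline sample at pk40491 and in every tissue-resident IL-4c sample at pk44101. At these peaks the scaling to library total alone set a sample apart, and both are included in the 13. All 12 values at single peaks lay within 2 counting SD of the nearest other sample, with both mates of a fragment counted. With each count taken as independent, 8 did, and the other 4 (Pdcd1lg2, Mrc1, Chil3 and Ucp1) lay 2.06 to 2.43 SD away. The nearest sample's count was scaled to the depth of the sample concerned and given the error of a count at that depth. Where the nearest sample was deeper, this overstated its error. At Ucp1, 36 counts were scaled to 9.32 in this way, so these distances are approximate and may be too small. In the samples concerned at Mrc1 and Chil3, 51.7% and 50.5% of low values were even, which gives little sign of counted mates. Low counts may account for most of the 12. No biological explanation was tested, since the design gives no group that sets these samples apart.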

How the results depend on the processing

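Counts of peaks were compared under 139 combinations of a result and an alternative, apart from those that left out a sample. In 79 the value stayed within 1.5 times the reported count (or within 1 jackknife SE for the correlation) and in 60 it did not. For the named peaks and genes, 892 of 922 refits kept the direction and the side of the threshold, 13 were weaker, 10 stronger and 7 reversed. Refits whose filter removed the peak are not among the 922. The 892 include gene peaks that failed the threshold in both fits. The named peaks were chosen from these data for large, separated changes, so this share does not describe peaks in general. Comparisons are listed as IL-4c in tissue-resident, IL-4c in monocyte-derived, lineage without IL-4c, lineage with IL-4c and lineage by IL-4c, then strain in tissue-resident, strain in monocyte-derived, lineage in C57BL/6, lineage in BALB/c and strain by lineage. Except where a value shows the cause, the cause was not tested.

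Requiring at least 10 counts in every sample left 1042 and 936 peaks tested and gave 19, 43, 476, 374 and 1 peaks in the IL-4 experiment and 0, 0, 11, 71 and 0 in the strain experiment. The counts of 0 came with 120, 70 and 106 peaks at an unadjusted p under 0.05. Without a filter 61713 peaks were tested in the IL-4 experiment, where the first 4 comparisons gave 2711, 2373, 7734 and 7825. Thinning to the lowest total left 8548 and 6157 peaks tested and gave 259, 380, 2469, 1764 and 6, then 86, 40, 174, 333 and 1, so that at lower depth fewer peaks were tested and fewer called, and values of 1 set to 0 gave 387, 314, 2330 (lineage with IL-4c) and 20, then 231, 767, 2410, 930 and 6. Fitting the compared groups alone gave 512 peaks for IL-4c in monocyte-derived cells, 1709 for lineage with IL-4c and 1222 for strain in monocyte-derived cells. DESeq2's Wald test gave 80 peaks for lineage by IL-4c.

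Summing same-numbered samples of the runs gave 1968 and 2257 peaks for IL-4c, 7537 for lineage with IL-4c and 96 for lineage by IL-4c. Group-specific run effects gave 1452, 1952 and 86 for both IL-4c effects and lineage by IL-4c. Run 1 alone gave 379 for IL-4c in tissue-resident cells and 75 for lineage by IL-4c. Run 2 alone gave 183 for IL-4c in tissue-resident cells, 1807 and 229 for lineage without and with IL-4c, and 0 for lineage by IL-4c, with 2262 at an unadjusted p under 0.05.

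The correlation of IL-4c effects between lineages (0.385, jackknife SE 0.0447) was 0.201 without a filter, 0.459 with at least 10 counts in every sample, 0.307 with the runs summed, 0.254 in run 1, 0.310 in run 2, and 0.186 and 0.247 with the lineages taken from different runs. It ranged from 0.351 to 0.392 when each sample was left out.

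Leaving out each sample gave 462 to 824 peaks for IL-4c in tissue-resident and 600 to 1044 in monocyte-derived cells, 4195 to 4975 and 2489 to 4006 for lineage without and with IL-4c and 14 to 40 for lineage by IL-4c. It gave 214 to 600, 1107 to 2268, 2926 to 5672, 1207 to 1744 and 6 to 129 in the strain experiment. The log2 lineage difference in BALB/c ranged from -1.52 to 0.77 at Aldh1a2, from -0.32 to 0.58 at Arg1 and from -1.10 to 0.68 at Gata6, and that in C57BL/6 from -0.36 to 0.14 at Chil3. Arg1's difference in BALB/c, -0.09 as reported, was also 0.0282 with values of 1 set to 0. Retnla's difference in BALB/c (log2 -1.44, edgeR adjusted p 0.160) passed the threshold without tissue-resident replicate 3 (0.0492) or monocyte-derived replicate 1 (0.0186). None of the 4 differences that changed sign passed the threshold as reported.

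With the replicate block, that is with same-numbered samples paired, the numbers were 527, 756, 4593, 3445 and 21 in the IL-4 experiment and 495, 2119, 5024, 2139 and 29 in the strain experiment, and Arg1's difference in BALB/c was 0.0493. Deviations of same-numbered samples of different groups had a mean correlation of -0.00182 in the IL-4 experiment and 0.0273 in the strain experiment, so the numbers do not pair the samples.

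With total counts, 72.5% of the calls for IL-4c in tissue-resident cells were higher (60.3% as reported), as were 58.4% (43.8%) for lineage without IL-4c and 60.8% (48.3%) for lineage with it, where the median log2 difference of all peaks was 0.18 in both. Loess offsets gave 58.0% (46.0%) for strain in monocyte-derived cells. With loess offsets 47.6% (36.8%) of the strain by lineage calls were higher, and with DESeq2's size factors 67.7% (56.8%) of those for lineage by IL-4c. Other choices also changed which direction held the majority. Without a filter 45.9% (60.3%) of the calls for IL-4c in tissue-resident cells were higher, as were 57.5% (48.3%) for lineage with IL-4c. The latter share was 76.4% in run 2 and 50.1% with the runs summed. For strain in monocyte-derived cells (46.0%) it was 50.4% with the compared groups alone and 50.2% with values of 1 set to 0. Of the calls for lineage by IL-4c, 46.5% (56.8%) were higher with group-specific run effects and 9 of 20 with values of 1 set to 0.

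The correlation of lineage differences between the experiments, planned before the data were examined, was not run because the coordinates belong to different builds. Corrections for GC content were not run either.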

Other observations

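Among the tests here, those of the splits in 4 of the comparisons, of values of 1, of depth, of the errors of the ratios for strain variants, of the share of counts in the top 20 peaks by run and of the chromosome 8 peak were chosen or read after the result was seen.

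Splits that part as many same-numbered pairs as the real one were refitted for each comparison. Of the 16 such splits for IL-4c in tissue-resident macrophages, 1 (the real one) gave as many peaks as the 967, and the next gave 208. Of 32 for IL-4c in monocyte-derived macrophages, 1 gave as many as the 1003, and the next gave 124. Of 16 each for lineage without and with IL-4c, 1 gave as many, and the next gave 860 and 841. In the strain experiment 1 of 8 gave as many in each comparison: the next gave 75 for strain in tissue-resident, 191 for strain in monocyte-derived macrophages, 2657 for lineage in C57BL/6 and 329 for lineage in BALB/c. Sets of 16 or 8 splits cannot give a share under 0.05. Over all 35 splits of each strain-experiment comparison, and 45 within-run splits in the IL-4 experiment, which also include splits that leave same-numbered samples together, the real one gave the most peaks. The next highest of these was 292 for IL-4c in monocyte-derived macrophages, 383 and 208 for strain in tissue-resident and monocyte-derived macrophages and 393 for lineage in BALB/c, and in the other comparisons as above.

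In the strain experiment, more peaks were higher than lower in tissue-resident BALB/c macrophages (76.3% of calls) and fewer were higher in monocyte-derived cells of BALB/c (21.5%). With values of 1 set to 0 the shares were 52.4% and 43.0%. That setting lowers shallow samples most, and the tissue-resident BALB/c group held 2 of the 3 shallowest, so the shift does not show that values of 1 gave the imbalance. Thinned to one total with the floor kept, the shares were 75.6% and 15.0%, so unequal depth alone does not account for it. With at least 10 counts in every sample no value of 1 remained, and 26.8% of the 71 calls for lineage in BALB/c were higher. This argues against values of 1 as the cause in that comparison, for the 936 peaks tested there. The strain comparison in tissue-resident cells gave 0 calls under this filter, which decides nothing. Elsewhere the imbalance cannot be told apart from an effect of values of 1, and its cause remains open.

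The share of counts in the 20 highest peaks was 6.79% on average in run 1 and 0.960% in run 2, with no overlap. Exact permutation of the runs within groups gave a two-sided p of 8.33e-05, the smallest that 12000 arrangements can give. The number of IL-4c calls does not rest on these peaks: without 209 peaks that differed between runs or were among the 20 highest of a sample, 1000 peaks differed in tissue-resident and 1048 in monocyte-derived macrophages, against 967 and 1003. These totals do not show whether the same peaks were called.

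One peak, pk53908 (chromosome 8, 26337721 to 26337920), had counts of 834 to 1238 in the tissue-resident and 3980 to 13437 in the monocyte-derived samples of run 1, and of 2 at most in all samples of run 2. The signal follows the library batch. Within run 1 the lineages differed in CPM (exact permutation test, two-sided p 0.0143, 4 samples against 6). Because run 2 holds both lineages and lacks the signal, a lineage effect cannot be told apart from a difference in how the run 1 libraries were made.

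A hypothesis set before its test was that IL-4c moves the accessibility of monocyte-derived macrophages toward that of tissue-resident ones. Across 21531 peaks the IL-4c effect in monocyte-derived cells had an r of -0.397 with the lineage difference without IL-4c, but both use the same samples, which alone gives a negative r. With the effects taken from different runs, so that no sample was shared, r was -0.118 and -0.365 across 18264 peaks. Shared samples therefore do not account for all of it, and the values are consistent with a partial shift. A mixture of cells in the sorted IL-4c samples, or the injections, which the monocyte-derived controls did not receive, could give the same sign. Neither was tested, so the shift cannot be told apart from them. In tissue-resident cells the r of 0.190 with shared samples was 0.0208 and -0.0651 with different runs, as shared samples would give.

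Strain-dependent peaks of monocyte-derived macrophages lay near one another. Of these, 14.0% had a call of the same direction at their nearest tested peak 20 to 500 kb away, against at most 4.21% in 1000 shuffles within chromosomes. An equal number of lineage-dependent peaks of C57BL/6 had 10.5%. The ratio of these shares was 1.33 (95% interval 1.02 to 1.71, 1000 resamplings of the 20 chromosomes), which spans the limit of 1.5 set for an effect of regional strain variants, so that the clustering cannot be told apart from such an effect. Peaks with 3 counts or fewer in all monocyte-derived samples of one strain and at least 20 CPM in all of the other numbered 9 for BALB/c and 6 for C57BL/6, a ratio of 1.5 (exact 95% interval 0.477 to 5.12). So few peaks do not decide whether mapping BALB/c reads to a C57BL/6 reference had an effect.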
